A study of Mus musculus with 2 samples. Its data were reported in "Ablation of Coactivator Med1 Switches the Cell Fate of Dental Epithelia to That Generating Hair" (2014).

How the data were processed

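RNA from the cervical loop (CL), the growing end of the mouse lower incisor where dental epithelial stem cells reside, was compared between Med1 KO mice and WT littermates at 10 wk of age. In the KO, a floxed Med1 gene was removed by Cre recombinase driven by the keratin 14 promoter, which is active in epithelial cells. Per the study, the control littermates, labelled WT, carried the floxed alleles and lacked Cre. MED1 is a subunit of Mediator, the complex that links transcription factors to RNA polymerase II. Per the labels, tissue from 3 mice was combined for each sample, and the titles and stage given there name the CL for both samples. Their general dissection note speaks instead of hair-generating tissue in the KO and equivalent WT tissue, and how much of it these samples held is not given in the sources used here. RNA was labelled and hybridized to an Illumina MouseRef-8 v2 bead array. There was 1 WT sample and 1 KO sample, and each has 1 column of values, called an array here. The design text of the series gives n = 3 per genotype. Whether a column holds a single array or the mean of several is not given in the sources used here, nor is the sex of the mice.

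The authors read the arrays in GenomeStudio and deposited, for each of 25697 probes, a linear intensity that was neither background-subtracted nor normalized between arrays. Beside each intensity the authors deposited a detection p-value, which measures how far a probe lies above the negative control probes. A further set of intensity values deposited by the authors was normalized between the arrays. It matched quantile normalization of the first set on the linear scale to within 2.10 intensity units in WT and 1.43 in KO, without background subtraction. The non-normalized median intensity was 112.4 in WT and 115.7 in KO, and the medians of the authors' normalized intensity were 114 and 114.1. The intensity columns were matched to a sample by their names. The detection p-value columns have no sample in their headers and were taken to belong to the intensity column directly before each.

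The non-normalized intensities were corrected for background with the neqc function of limma (version 3.58.1, R 4.3.3), which fits a normexp model with the negative control level inferred from the detection p-values, adds an offset of 16, normalizes by quantiles and takes log2. The ratio reported is KO minus WT on the log2 scale. The background correction and the offset act most on dim probes, and their effect is given with the alternatives. Probes with a detection p under 0.01 on at least 1 array were kept. A probe detected on 1 array only was given a lower bound, its bright value against the higher of its own value on the dim array and the lowest value among probes detected there. Those lowest values were 5.26 in WT and 5.15 in KO on the log2 scale. List medians use the measured ratios of such probes, and the median with these probes at their bounds is given for some lists where the difference is large.

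Of the 25697 probes, 23978 had 1 gene symbol in the platform annotation and 1719 had none there and stay unnamed. Each gene was represented by its brightest detected probe. Symbols of the gene lists were matched to that annotation, with older symbols looked up in a RefSeq table of the GRCm38.p6 assembly, and 789 of 896 list entries were found on the array. The array values come with no genome build, so no coordinates are given.

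With 1 sample per group no test between groups is possible, and no p-value across genes was computed. Probes were counted by size, at 2-fold or more. As a guide to measurement error only, the ratios of the 2 brightest detected probes of the same gene were compared in 1791 genes. They differed by a median of 0.19 log2 units, with a 95th percentile of 0.63, and the SD per probe was 0.22. This spread holds probe error and differences between transcripts but no variation between animals. The 39 gene lists were fixed before the data were examined. The median ratio of each list with at least 3 detected genes was placed among the medians of 10000 random lists of the same size matched on mean expression in 10 bins, and a list was called apart from random lists when it lay outside the central 95% of them. Genes of a list are co-expressed and not independent, so the percentile describes these 2 arrays and is not a test of the genotype.

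The genes named were chosen by a rule fixed before the data were examined. It took Med1, the genes listed from the study's text on the KO CL, and Notch1, Hes1 and Sox2. It also took the 12 highest and 12 lowest ratios among genes detected on both arrays and the 8 largest bounds in each direction. Up to 4 members of each list with the largest ratios were added. Other members are named as examples chosen after their values were seen.

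The steps were tested on simulated data, with 200 of the probes given known differences between 2 simulated arrays. At a true 4-fold difference, 96% of 50 probes higher in KO and 96% of 50 lower in KO were counted as 2-fold or more, and at a true 2-fold difference 48% and 36%, since a value at the limit falls on either side of it. Among 13089 unchanged probes, 10 were counted. Of 200 simulated lists of 20 unchanged genes, 15 lay outside the random range, which is 7.5%. With a shift of 0.2 log2 units 67% did, and with a shift of 0.1 log2 units 28.5%. The simulated noise was taken from the spread between probes of a gene and held no variation between animals or dissections. The changed probes were drawn from those detected on both arrays, and the simulated lists from genes that are not co-expressed. These shares are therefore not error rates of the KO and WT comparison.

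Alternatives fixed in advance were the authors' normalized intensities, median scaling, no background correction, an offset of 50, a detection p under 0.05, detection on both arrays, no detection filter, a 1.5-fold limit, and the mean over a gene's probes. Other alternatives were added after seeing the data and are named as such. Summaries and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.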

Results

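Gene expression in the CL was measured on 1 WT and 1 Med1 KO array, each from tissue of 3 mice at 10 wk. The design text of the series gives n = 3 per genotype, but only 1 column of values per genotype was analysed, which could be a single array or a mean. No replicate values were therefore at hand, and every value below describes these 2 columns with no error between animals. Of 25697 probes, 11742 were detected on at least 1 array, 10656 of them on both, 718 on the KO array only and 368 on the WT array only. They represented 8378 named genes. Among probes detected on both arrays the log2 values of KO and WT correlated across probes with r = 0.989, and 95% of the ratios lay between -0.56 and 0.53 log2 units. The number of arrays limits the precision.

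The comparison asks how gene expression in the stem cell region of the incisor differs when Med1 is missing from the epithelium. Med1 itself was 1.74-fold lower on the KO array, with a log2 ratio of -0.80. The KO value was 57.4% of WT, and 83 of the 8378 genes had a ratio this low or lower. This value came from 1 of 4 Med1 probes, since the other 3 were not detected on either array. The position of the probe relative to the deleted exons is not known here, and the tissue holds cells in which Cre is not active, so the value is a limited check of the labels. In the authors' normalized values the Med1 ratio was -0.46. The other Mediator subunits were spread around no difference, with 13 of 25 detected genes above 0 and 12 below, a median of 0.02 and the widest ratio in Med9 at 0.61.

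Neutrophil genes were higher on the KO array, led by Retnlg at 3.02-fold, Lcn2 at 3.02-fold, S100a9 at 2.39-fold and Ltf at 2.30-fold. Genes induced within minutes of a stimulus were lower on the KO array, with Fos 4.32-fold, Egr1 2.70-fold, Ccn1 (Cyr61) 2.66-fold and Dusp1 2.25-fold lower. The secreted factor gene Angptl7 was 4.60-fold lower and Ccn5 (Wisp2), a CCN family gene, 4.10-fold lower. In all, 45 probes differed by 2-fold or more, 20 higher and 25 lower on the KO array. With median scaling the split was 12 higher and 42 lower, because that scaling moves the median ratio of all detected probes to -0.12 log2 units. Only 10 probes reached 2-fold in the authors' normalized values, where the ratios were -1.33 for Fos, -1.33 for Angptl7, -1.08 for Ccn5 and 0.81 for Retnlg.

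**Figure D1:**
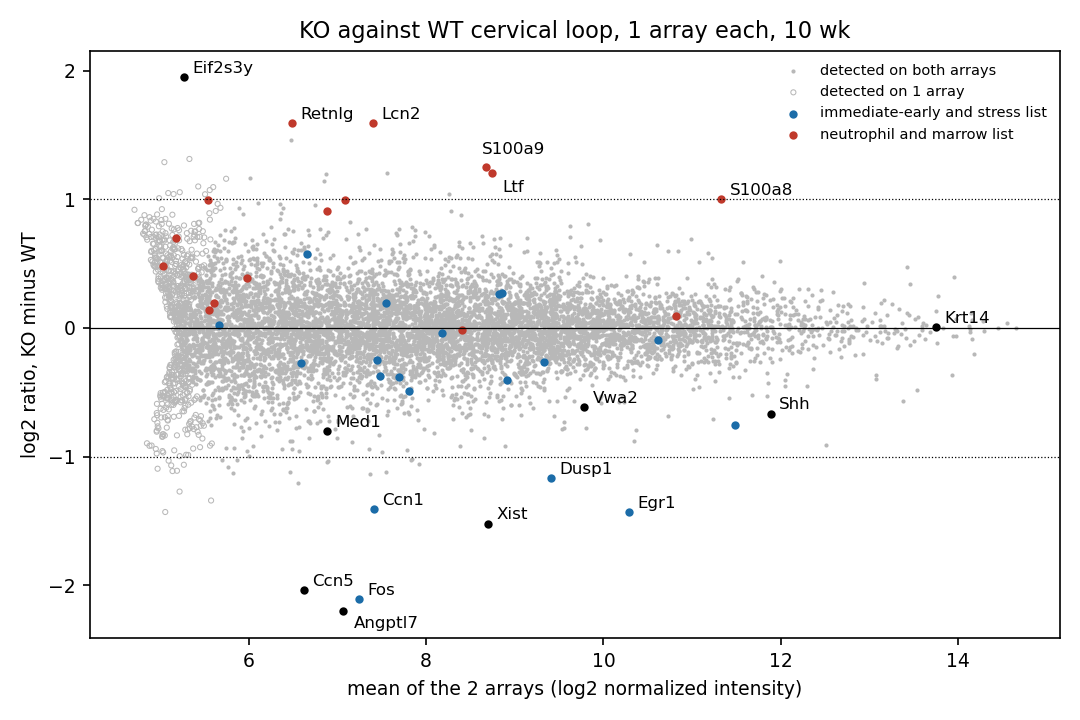
Log2 ratio of KO to WT (vertical axis) against the mean log2 normalized intensity of both arrays (horizontal axis) for each of the 8378 detected genes, with open grey circles for genes detected on 1 array, coloured points for genes of the 2 lists, black points for other named genes and dotted lines at 2-fold. Neutrophil genes such as Lcn2 (1.59) lie above the cloud and immediate-early genes such as Fos (-2.11) below it.

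Among the other genes with the highest ratios were Chil1 at 2.76-fold, Fermt1, which encodes an integrin-binding protein of epithelial cells, at 2.31-fold, Snai3 at 2.29-fold, 4933427D14Rik at 2.25-fold, H2ac21 at 2.21-fold, Cd55, a complement regulator, at 2.06-fold, and Ngp at 1.99-fold. Among the lowest were Xist, the RNA that silences an X chromosome, at 2.87-fold lower, and the tight junction gene Cldn2 at 2.31-fold lower. Fgfr1op2 was 2.20-fold lower, Nop14 2.19-fold lower, Mif4gd 2.18-fold lower and Eef2k 2.17-fold lower. Other probes detected on both arrays differed from these: Mif4gd had another at 0.40 log2 units against -1.12, and Fgfr1op2 another at -0.18 against -1.14. Of genes detected on the KO array only, Ppan was at least 2.09-fold higher and the Y-linked Eif2s3y at least 1.97-fold higher. Of genes detected on the WT array only, Zfp365 was at least 2.13-fold lower and Adam9 at least 1.84-fold lower on the KO array. The widest difference of all came from a probe without a gene name here, ILMN_2899599, which was detected on the KO array only and was at least 11.7-fold higher. These bounds hold for the main background correction. In the authors' normalized values they were 1.34-fold for Ppan, 1.30-fold for Eif2s3y, 1.33-fold for Zfp365, 1.25-fold for Adam9 and 4.30-fold for the unnamed probe.

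The genes that the study's text names as lower or changed in the KO CL were all lower on the KO array, with a median log2 ratio of -0.64 over 10 genes. The study's text does not tie each of them to 10 wk. The study chose these genes at least in part on these samples, so their direction is not independent evidence. The extracellular matrix gene Vwa2 was 1.53-fold lower, and its 3 probes gave -0.61, -0.35 and -0.61. Shh, the hedgehog ligand made by the dental epithelium, was 1.59-fold lower, Slit2 2.08-fold lower, Ccn2 (Ctgf) 1.69-fold lower and Col18a1 1.45-fold lower. Sox9, Twist2 and Dlk1 differed less, at -0.25, -0.14 and -0.12 log2 units, and the last 2 are smaller than the SD of 0.22 between probes of a gene. The ratios of Vwa2, Col18a1 and Sox9 were smaller than 0.63, the 95th percentile of the difference between 2 such probes. That difference spreads wider than a single ratio, so 0.63 alone does not place these genes within probe error. In the authors' normalized values Vwa2 lay at -0.56, past that setting's percentile of 0.40. Without Egr1, Ccn1 and Ccn2, which are also immediate-early genes, the median was -0.54, in an alternative added after seeing the data.

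Markers of the dental epithelial stem cells and their niche were lower on the KO array, with 10 of 14 detected genes below 0 and a median of -0.22, at percentile 0.23 of random lists. Fgf9 was 1.67-fold lower, the stem cell marker Lrig1 1.54-fold lower and Fgf10, the niche growth factor, 1.45-fold lower. Sox2 was not detected on either array. The median was -0.09 in the authors' normalized values and, without Acta2 and Sox9, -0.13, and neither lay outside the random range. Smooth muscle and pericyte genes, which include Acta2, were also lower, with a median of -0.26.

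Enamel and ameloblast genes were slightly higher on the KO array, with 10 of 15 detected genes above 0 and a median of 0.19, at percentile 99.94. Fam20a was 1.56-fold higher, the transcription factor gene Sp6 1.51-fold higher, Stim1 1.35-fold higher and the enamel protease gene Mmp20 1.33-fold higher. Less bright probes of the same genes differed less, at 0.04 log2 units for Fam20a and at 0.08 and 0.21 for Sp6. The abundant matrix genes Amelx, Ambn and Enam differed little, at 0.00, -0.08 and -0.10 log2 units, and Klk4 was lower at -0.32. Before normalization Amelx read 22621.8 in WT and 22412.7 in KO, near the array maxima of 26193.7 and 25358.6. Quantile normalization gave it the same value on both arrays, so its 0.00 cannot show that the gene did not differ. With the mean over a gene's probes the median was 0.09 and lay within the random range. Another list was a selection from the dental genes that the study tabulated as lower in a later zone of the incisor at another age, and held transport and mineralization genes beside enamel protease, coactivator and transcription factor genes. Its median was 0.18 over 22 genes, 16 of them above 0, with Sp6 and Mmp20 again among the highest and Slc40a1 1.61-fold lower. In alternatives added after seeing the data, the median was 0.16 over the 31 detected genes of the whole table, 22 of them above 0, and 0.18 over its 13 detected mineralization, ion transport and claudin genes, 8 of them above 0, and both lay above the random range. The 9 genes that the selection had left out had a median of 0.12, within the random range.

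Hair and epidermal genes showed no common direction. The hair list held keratin and keratin-associated genes and other hair genes such as Padi1. Of its 32 genes on the array, 28 were not detected, and among the other 4 Krt73 was 2.03-fold lower and Krt27 1.65-fold higher. The median of these 4 was -0.21, within the random range, and -0.55 when detection on both arrays was asked for, which is outside it. That -0.55 is the ratio of Padi1, which is not a keratin, and it lies between Krt73 and Krt27. Hair lineage transcription factors had a median of -0.05 over 8 genes, with Msx2 at 0.35. Of 58 epidermal differentiation genes on the array, 44 were not detected, and 7 of the 14 detected were above 0 and 7 below, with a median of 0.01. Among them Tgm1, which cross-links the cornified envelope, was 1.56-fold higher and Dmkn 1.55-fold higher, while Krt10 and Lor lay at -0.05 and -0.06 log2 units. Dmkn had another detected probe of similar brightness at 0.29 log2 units, against 0.63. Basal epithelial genes had a median of 0.08, within the random range, with Krt14 at 0.01 and Krt18 at -0.78.

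**Figure D2:**
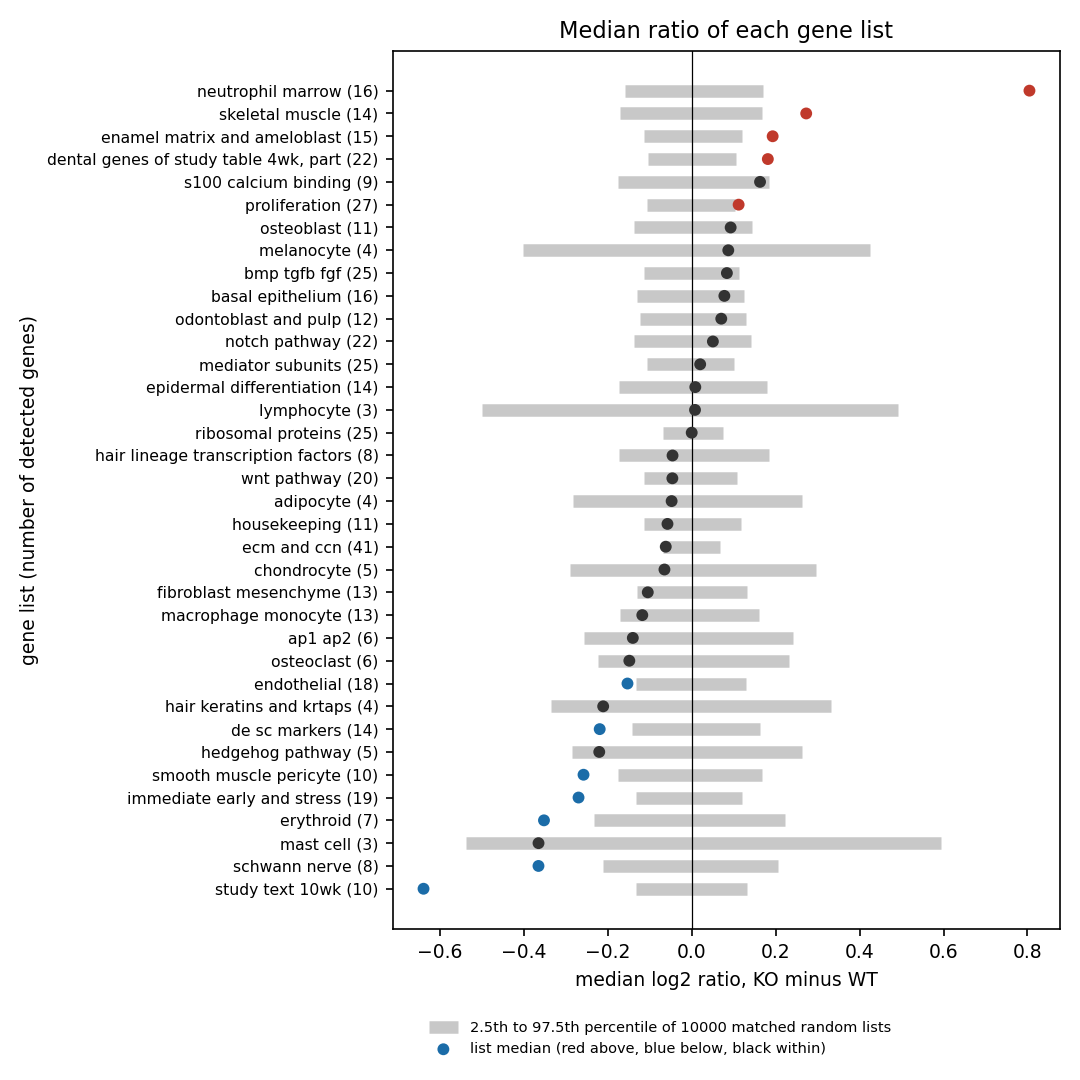
Median log2 ratio of KO to WT (horizontal axis) for each of the 36 gene lists with at least 3 detected genes (vertical axis, with the number of detected genes), against grey bars that span the central 95% of the medians of matched random lists. The neutrophil list lies highest at 0.80 and the list from the study's text lowest at -0.64.

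Signalling pathways were mostly within the range of random lists. Notch pathway genes had a median of 0.05, with 12 of 22 detected genes above 0, Rfng 1.66-fold higher, Notch1 1.29-fold higher and the target genes Hey1 1.28-fold higher and Hes1 at -0.04 log2 units. Hedgehog genes had a median of -0.22 over 5 genes, with the pathway inhibitor Hhip 1.73-fold lower. In the authors' normalized values this median was -0.19 and lay below the random range. The Wnt list had a median of -0.05, with the inhibitor gene Wif1 1.89-fold lower and Wnt4 1.47-fold higher. The BMP, TGF-beta and FGF list had a median of 0.08, with Bmper 1.85-fold lower and Fgf7 1.66-fold lower. Extracellular matrix genes had a median of -0.06 over 41 genes, with Prelp 1.84-fold lower. This list lay within the random range in the main setting and below it in 4 alternatives, among them the authors' normalized values with a median of -0.06. AP-1 and AP-2 factors had a median of -0.14 over 6 genes, with Jun at -0.38 and Tfap2a at 0.21. Proliferation genes were slightly higher, with 19 of 27 detected genes above 0 and a median of 0.11, at percentile 98.45, just above the random range. Kif11 was 1.46-fold and Cdca8 1.26-fold higher, and Uhrf1 1.24-fold lower. With median scaling this median was -0.04, against the -0.12 of all detected probes, and lay within the random range.

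The immediate-early and stress list as a whole was lower on the KO array, with 14 of 19 detected genes below 0 and a median of -0.27. No random list among the 10000 had a median as low, at percentile 0. Jun was 1.31-fold and Junb 1.30-fold lower, while Gadd45b lay at 0.58 and Klf4 at 0.26 log2 units. The neutrophil list was higher, with 15 of 16 detected genes above 0 and a median of 0.80, or 0.58 with genes detected on 1 array at their bounds. S100 and related calcium-binding genes had a median of 0.16 over 9 genes, within the random range, and 0.14 without S100a8 and S100a9, which the neutrophil list also holds.

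**Figure D3:**
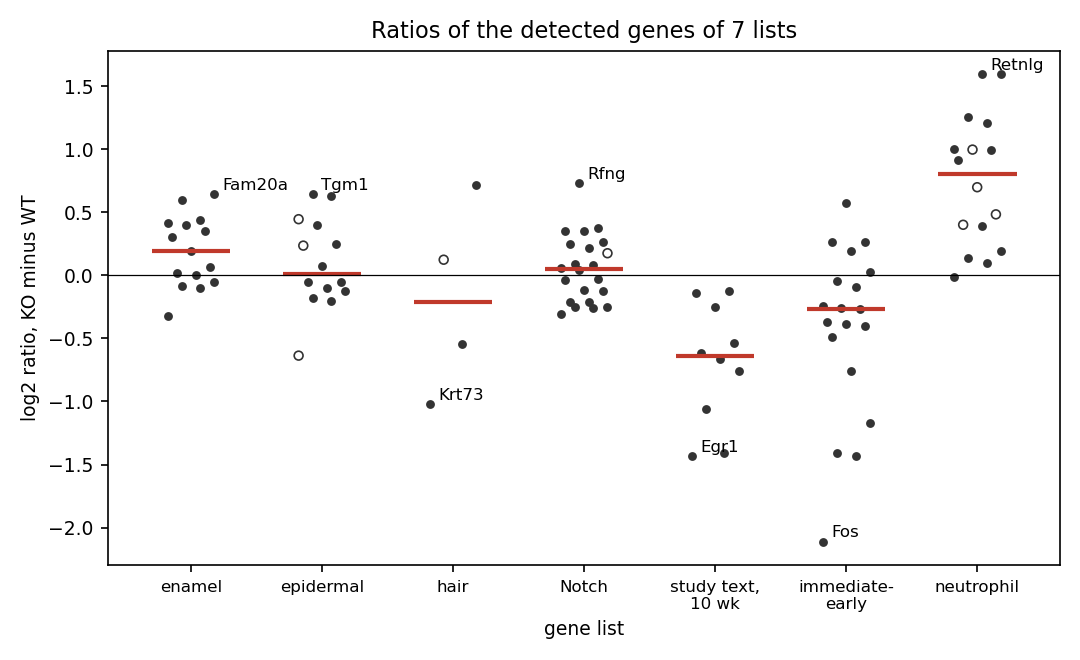
Log2 ratio of KO to WT (vertical axis) of each detected gene in 7 of the lists (horizontal axis), with open circles for genes detected on 1 array and red lines at the list medians. The 10 genes from the study's text all lie below 0, and the epidermal list has 7 genes on each side of it.

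Markers of other cell types in the tissue also differed between the arrays. Skeletal muscle genes were higher on the KO array, with a median of 0.27 over 14 genes and Mb 1.70-fold higher. Endothelial genes were lower, with a median of -0.15 over 18 genes and Vwf 1.72-fold lower. Schwann cell and nerve genes had a median of -0.37 over 8 genes, or -0.26 with genes detected on 1 array at their bounds. Pmp22 lay at -0.59 log2 units, with another probe of similar brightness at -0.14. Erythroid genes had a median of -0.35 over 7, with the globin gene Hba-a1 1.29-fold lower. Within the random range were the medians for melanocytes at 0.09, odontoblasts and pulp at 0.07, osteoblasts at 0.09, osteoclasts at -0.15, chondrocytes at -0.06, fibroblasts at -0.10, macrophages at -0.12, lymphocytes at 0.01, mast cells at -0.37 (-0.16 with such bounds) and adipocytes at -0.05. No salivary or mucosal marker was detected. Ribosomal protein genes had a median of 0.00 and housekeeping genes of -0.06, which under median scaling moved with the median of all probes. In all, 5 lists lay above the random range, 7 below and 24 within it in the main setting. The 7 include the list from the study's text, and some lists share members.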

Values the study reported

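The study reported that its array covered 25,600 annotated transcripts and 19,100 genes, and gave n = 3 for its comparison of KO with littermate controls. In the array comparison of the CL the study reported Vwa2 as the gene with the greatest decrease in the KO.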

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

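The number of probes that differed by 2-fold or more depended on the processing. It was 10 (3 higher, 7 lower on the KO array) in the authors' normalized values, 10 (3 and 7) without background correction and 17 (8 and 9) with an offset of 50, and every one of these was also among the main 45. These settings keep or add a constant signal, which draws the ratios of dim probes towards 0. With median scaling 12 probes were higher and 42 lower, and 37 of these 54 were among the main 45. At a 1.5-fold limit the count was 468 (213 and 255). Without immediate-early, neutrophil and sex-linked genes, an alternative added after seeing the data, it was 33. The Med1 ratio was -0.46 in the authors' values and -0.46 without background correction.

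Of the list medians, the stem cell markers moved inside the random range at -0.087 (authors' values), -0.086 (no background correction) and -0.13 (without Acta2 and Sox9, added after seeing the data). The hedgehog list moved below it at -0.19 (authors' values) and -0.19 (no background correction), and the extracellular matrix list at -0.059 (authors' values), -0.22 (median scaling), -0.093 (detection p under 0.05) and -0.074 (detected on both arrays). The hair list lay below it at -0.55 (detected on both arrays), where fewer genes entered and the median was the ratio of Padi1. Enamel genes lay inside it at 0.089 (mean over probes). Proliferation genes changed sign at -0.037 (median scaling), which moved all ratios down, and lay inside it at percentile 97.44. Other lists crossed the limit too: fibroblast genes moved below the range in the authors' values and without background correction (-0.10 in both), osteoblast genes above it with median scaling (0.0082), S100 genes with a detection p under 0.05 (0.19) and odontoblast genes when detected on both arrays (0.14). Apart from the effect of settings by construction, the cause was not tested. The neutrophil list stayed above and the immediate-early list and the list from the study's text below the random range in every setting run, with medians of 0.28 to 0.95, -0.43 to -0.23 and -0.80 to -0.54. No named gene with a 2-fold ratio changed sign in the settings run, and 62 of 164 named genes other than Med1 moved by more than the spread between probes without background correction. Signal over background limits the ratios of dim probes, and no paired analysis was possible because the result comes from no test.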

Other observations

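The tests of other Y-linked genes, of Eif2s3y and of the erythroid list were chosen only after the result was seen. The bounds of the other tests were set before the list medians were seen, but the spread used with them, a bootstrap over the genes of a list or the differences between probes of a gene, and the repeat with genes detected on 1 array at their lower bounds were chosen afterwards. By the first bounds alone, the other Y-linked genes and the neutrophil genes would count for their explanations, and Eif2s3y and the epidermal, Notch and erythroid lists against theirs. With the later criteria these 6 tests are left undecided. The spread was asked of exclusions and not of list tests that went with an explanation.

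Xist was lower on the KO array by both of its probes, at -1.52 and -1.10 log2 units, and Eif2s3y was detected on the KO array only. An equal share of males in both pools, with Xist lowered by the loss of Med1, was left undecided by the later criterion alone. The lower bound of Eif2s3y, itself part of the pattern, was 0.9795 log2 units, past the 95th percentile of 0.63 between probes of a gene. In the authors' normalized values it was 0.38 against 0.40, but these values keep the background, which draws dim ratios towards 0. Both percentiles are of differences between 2 probes, which spread wider than a single ratio. The detection p of Eif2s3y was 0.78 on the WT array, at the level of negative controls, and 0 on the KO array. Genes that escape X inactivation and so follow the number of female mice were lower on the KO array. Their median was -0.3559 over Kdm6a, Ddx3x and Eif2s3x, at percentile 1.65, which goes with a sex difference but rests on 3 genes. With so few genes the bootstrap interval, from -0.53 to -0.27, only repeats the range of the 3 ratios. The other 6 Y-linked genes, with a median of 0.05393, were not detected on either array and decide nothing. Together, Eif2s3y and the 3 genes that escape X inactivation, all 3 lower in KO, argue against an equal share of males. More males in the KO pool is a candidate explanation, and the sex of the mice was not given.

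S100a8, S100a9, Lcn2, Ltf and Retnlg, all of the neutrophil list, were higher on the KO array. More neutrophils in the KO tissue stay open: the 8 neutrophil genes outside those seen first had a median of 0.2912, at percentile 97.72 with a bootstrap interval from 0.096 to 0.48, but with genes detected on 1 array at their bounds it was 0.17, at percentile 96.75 and inside the random range. More whole blood or marrow would raise the erythroid list, but its median was -0.352, with an interval from -0.40 to 0.02. Of its 7 genes, 4 lay below 0 (Hba-a1 at -0.37) and 3 above (Slc4a1 at 0.42). The interval includes 0, which the later criterion counts as undecided, yet all of it lies under the random limit of 0.22. These 7 genes argue against more whole blood or marrow in the KO tissue. Nor were the macrophage (-0.12) and lymphocyte (0.01) medians higher. An epidermal differentiation programme is not supported by its list either, with a median of 0.008555 over 14 detected genes, 7 above 0 and 7 below. Tgm1 lay at 0.64, Krt10 at -0.05 and Lor at -0.06. Of 58 epidermal differentiation genes on the array, 44 were not detected on either array and do not enter that median. These 44, among them Krt1, Cdsn and Krtdap, thus did not rise to a detected level on the KO array. The interval from -0.13 to 0.35 includes the random limit of 0.18 and leaves this explanation undecided. Inflammation around the KO incisor and a difference in dissection were not tested apart.

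Fos, Egr1, Dusp1 and Ccn1 were lower on the KO array. Different handling of the tissue before RNA extraction is a candidate explanation, but genes of this kind cannot tell it from other causes. The 14 other genes of the immediate-early list had a median of -0.1689, at percentile 1.49. Of these, 5 lay above 0, and the bootstrap interval from -0.33 to 0.15 includes 0. Lower Notch signalling stays open, with a median of 0.05699 over 21 Notch genes, 12 of them above 0, and an interval from -0.11 to 0.22. This list mixes target genes with receptors, ligands and processing genes, so its median does not measure signalling and cannot decide. Of the targets, Hes1 lay at -0.04 and Hey1 at 0.35 log2 units. A lower response to growth factors in the KO tissue would lower immediate-early genes too, and was not tested. Egr1, Ccn1 and Ccn2 are among the genes named in the study's text, so the open question of handling bears on them as well.

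Of the 8378 detected genes, 217 had a lower ratio than Vwa2 in the main setting and 42 in the authors' normalized values. No p-value filter could be applied to these ranks. The study used such a filter, together with a 1.5-fold limit, in parts of its array analysis. The ranks therefore cannot be set directly against the rank quoted from it above.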
